A study of Mus musculus with 18 samples. Its data were reported in "Distinct fibroblast subsets regulate lacteal integrity through YAP/TAZ-induced VEGF-C in intestinal villi" (2020).

How the data were processed

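RNA was measured in 18 mouse libraries from the small intestine of adult mice. The cells were isolated by flow cytometry from control mice (WT) and from mice in which Lats1 and Lats2 had been deleted by a tamoxifen-inducible Cre recombinase under the Pdgfrb promoter (LATS1/2 KO). Intestinal stromal cells (IntSCs) were sorted by the tdTomato reporter that the same Cre switches on. Lymphatic endothelial cells (LECs) were sorted from the small intestine of the same genotypes. The methods describe no step that separates LECs of the lacteals, the lymphatic vessels of the villi, from other intestinal LECs. The libraries were made with the QuantSeq protocol, which reads the 3′ end of each transcript, and sequenced on an Illumina NextSeq 500. A transcript that has lost internal exons can still be counted at its 3′ end.

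Per the labels and the study's methods, the authors mapped the reads with TopHat and used Cufflinks. The program that produced the gene counts, the genome build and the annotation were not stated. The authors deposited 1 table of raw counts per library, with whole-number counts of reads per gene symbol, not normalised. Each table held 23282 rows and the same 23238 distinct gene symbols. Of these, 35 symbols stood on more than 1 row, and their counts were summed. Since no build was stated, no coordinates are given. The GENCODE vM21 transcripts (mouse assembly GRCm38) were used only for transcript length and GC content, matched by symbol for 12335 genes of the IntSC comparison and 10577 genes of the LEC comparison, and the RefSeq gene table of assembly GRCm38.p6 was used only for older symbols and for which genes neighbour each other.

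Groups and replicate numbers came from the sample titles: WT IntSC (n = 6), KO IntSC (n = 5), WT LEC (n = 4) and KO LEC (n = 3). The total count per library ranged from 5361250 to 10549233. The smallest share that 3 counts can show was 5.60e-05% in the smallest library and 2.84e-05% in the largest. Such floors cover counting error only, because PCR copies without molecular identifiers are not independent molecules.

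Counts were tested with edgeR 4.0.16 in R 4.3.3: TMM normalisation factors, filterByExpr with the groups, a robust quasi-likelihood fit (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. Only the 2 groups compared entered each fit, except for the interaction of genotype and cell type, which used all 4 groups. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Values per library are CPM, read counts scaled to the library size with the TMM factors of the comparison. Single genes were also compared by two-sided exact permutation tests on log2(CPM + 1) with scipy 1.17.1, and the 44 tests of single genes were adjusted together by Benjamini-Hochberg, as were the 42 tests of library measures and summed lists. The two-sided p of these exact tests is 2 times the smaller one-sided p. The smallest value it can take is 0.00433 for 6 against 5 libraries, 0.0571 for 4 against 3 and 0.00952 for 6 against 4. Such a test between the LEC groups therefore cannot fall under 0.05. The permutations of camera described below count splits directly and can reach 0.0286 there. The gene lists (YAP/TAZ targets, proliferation genes and cell type markers), the designs, the rule for the genes named and the alternatives were chosen before the data were examined. The exceptions are 2 lists (goblet cell genes and single-copy Paneth cell genes) and the alternative without Rn45s, the ribosomal RNA precursor, which were chosen after seeing the data. The YAP/TAZ and proliferation lists were tested with camera from limma 3.58.1 (inter-gene correlation 0.01), and the 4 set tests were adjusted together.

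The procedure was tested on simulated counts with 200 genes, drawn from those above 20 CPM, changed by a log2 fold change of 2. It recovered 92.0% of them among 11821 simulated IntSC genes, 37.0% among 10133 LEC genes and 63.5% among 11658 genes of the WT comparison. Of the genes called, 4.17%, 5.13% and 6.62% were false, and no gene was called in data simulated without a change. Recovery of genes under 20 CPM was not tested.

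The genes named were Lats1, Lats2 and Pdgfrb, then a panel of secreted factors, lymphangiogenic factors, YAP/TAZ targets and LEC genes, then for IntSCs and LECs, the 5 largest rises and 5 largest falls past the threshold with a mean CPM of at least 5 and every KO library on the same side of every WT library, and the 3 interaction genes of each sign with the smallest p and a mean CPM of at least 5. Alternatives were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, no filter beyond 1 read, a mean count of at least 10, an added log2 fold change limit of 1, the replicate number as a block, the log2 CPM of Xist as a covariate, all 4 groups in one fit, and each library left out in turn. For the set tests they were an estimated inter-gene correlation, the self-contained test fry, the stricter count filter, the block and each library left out. The immediate early and stromal lists in LECs were also tested by exact permutation of camera over the 35 splits of the 7 LEC libraries. The pairing comes from the numbers in the sample titles. For the interaction, genotype and number together stood for a mouse. WT and KO libraries of the same number are different mice, since their genotypes differ. In a block fit, a library without a same-numbered partner adds nothing to the difference tested. These were WT IntSC 6, WT LEC 4 and, in the WT comparison, WT IntSC 5 and WT IntSC 6. A block fit thus also rests on fewer libraries. Duplicate libraries were looked for with a chi-square test over genes. The lowest value between 2 libraries of a group was 31.4 per degree of freedom, so all 18 were counted as separate samples.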

Results

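To compare the transcriptomes of stromal and lymphatic cells after LATS1/2 deletion, RNA was profiled in 11 IntSC and 7 LEC libraries. Total counts ranged from 5361250 to 7971443 in WT IntSCs, from 6485735 to 8095271 in KO IntSCs, from 7464241 to 10549233 in WT LECs and from 6900493 to 8914526 in KO LECs. The number of genes with at least 1 read was 13252 ± 1000 in WT IntSCs (SD, n = 6), 14115 ± 1264 in KO IntSCs (SD, n = 5), 11778 ± 244 in WT LECs (SD, n = 4) and 10725 ± 239 in KO LECs (SD, n = 3). Rn45s, the ribosomal RNA precursor, took between 7.02% and 24.4% of the counts of a library. Spearman correlations between libraries, computed across genes, ranged from 0.828 to 0.923 within WT IntSCs and from 0.851 to 0.938 within KO IntSCs. They ranged from 0.816 to 0.828 within WT LECs and from 0.743 to 0.771 within KO LECs. Between WT and KO libraries they ranged from 0.803 to 0.929 in IntSCs and from 0.761 to 0.810 in LECs. The mean between WT and KO LECs (0.781) lay above that within KO LECs (0.759) and below that within WT LECs (0.824). Genes are not independent replicates in these correlations. The first principal component held 36.5% of the variance. The second held 7.95% and set KO LEC 1 apart, at -204 against -26.2 to 70.2 in the other libraries.

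The targeted genes were examined first. Lats1 in IntSCs was 17.1 ± 10.1 CPM in WT (SD, n = 6) and 15.7 ± 3.41 CPM in the libraries labelled KO (SD, n = 5), a log2 fold change of -0.12 ± 0.67 (SE, edgeR adjusted p = 0.987). By an exact permutation test the p was 0.991 (adjusted p = 1). Lats2 was 71.3 ± 23.3 CPM in WT and 112 ± 20.1 CPM in the libraries labelled KO. Its log2 fold change was 0.65 ± 0.23 (SE, edgeR adjusted p = 0.252), and the exact permutation p was 0.0216 (adjusted p = 0.0560). With the replicate number as a block, the log2 fold changes were 0.40 for Lats1 and 0.55 for Lats2, with edgeR adjusted p of 0.948 and 0.437. No fall of either targeted gene was detected in the IntSC libraries labelled KO. For Lats1 the SE is wide, and without WT IntSC 2, the library with no read, its log2 fold change was -0.39 (edgeR adjusted p = 0.864), so a moderate fall is not excluded. The counts of these genes did not check the labels. In WT IntSC libraries 1 to 6, Lats1 was 20.3, 0, 29.5, 12.1, 18.4 and 22.1 CPM and Lats2 was 67.7, 80.5, 111, 63.1, 64.1 and 41.1 CPM. In IntSC libraries 1 to 5 labelled KO, Lats1 was 15.6, 16.3, 13.3, 21.1 and 12.4 CPM and Lats2 was 111, 78.0, 118, 129.6 and 123 CPM. In WT LEC libraries 1 to 4, Lats1 was 10.004, 5.76, 3.34 and 13.6 CPM and Lats2 was 147, 134, 113 and 72.8 CPM. In LEC libraries 1 to 3 labelled KO, Lats1 was 7.09, 16.2 and 14.8 CPM and Lats2 was 67.5, 14.9 and 137 CPM. Each direction below is that of the libraries labelled KO against the libraries labelled WT. In LECs, where the genes were not targeted, the log2 fold change was 0.63 for Lats1 and -0.67 for Lats2, each with an edgeR adjusted p of 0.9999. Pdgfrb in IntSCs was 473 ± 159 CPM in WT and 861 ± 193 CPM in the libraries labelled KO. The log2 fold change of 0.86 had an edgeR adjusted p of 0.0613, and 5 of the 5 libraries labelled KO lay above every WT library (exact permutation p = 0.00433, the smallest it can give, adjusted p = 0.0136).

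The sorted populations were compared in WT mice. Of 12203 genes tested, 2763 differed between LECs and IntSCs (edgeR adjusted p under 0.05), 1260 higher in LECs and 1503 higher in IntSCs. With the replicate number as a block the count was 1596, the alternative that moved it most. WT IntSC 5 and WT IntSC 6, without a partner, then added nothing to the difference. Deviations from the group means correlated at 0.0241 on average between libraries of the same number and at -0.00481 between libraries of different numbers. Of the stromal markers, 9 of 9 were higher in IntSCs, with a median log2 fold change of -4.09. Of the LEC markers, 9 of 10 were higher in LECs, with a median log2 fold change of 8.15. The 6 smooth muscle markers tested were all higher in IntSCs. The median log2 fold change of all genes was -0.04, and -0.15 with upper-quartile factors. Among the 7 blood endothelial markers tested, 2 were higher in LECs and 1 in IntSCs.

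**Figure D1:**
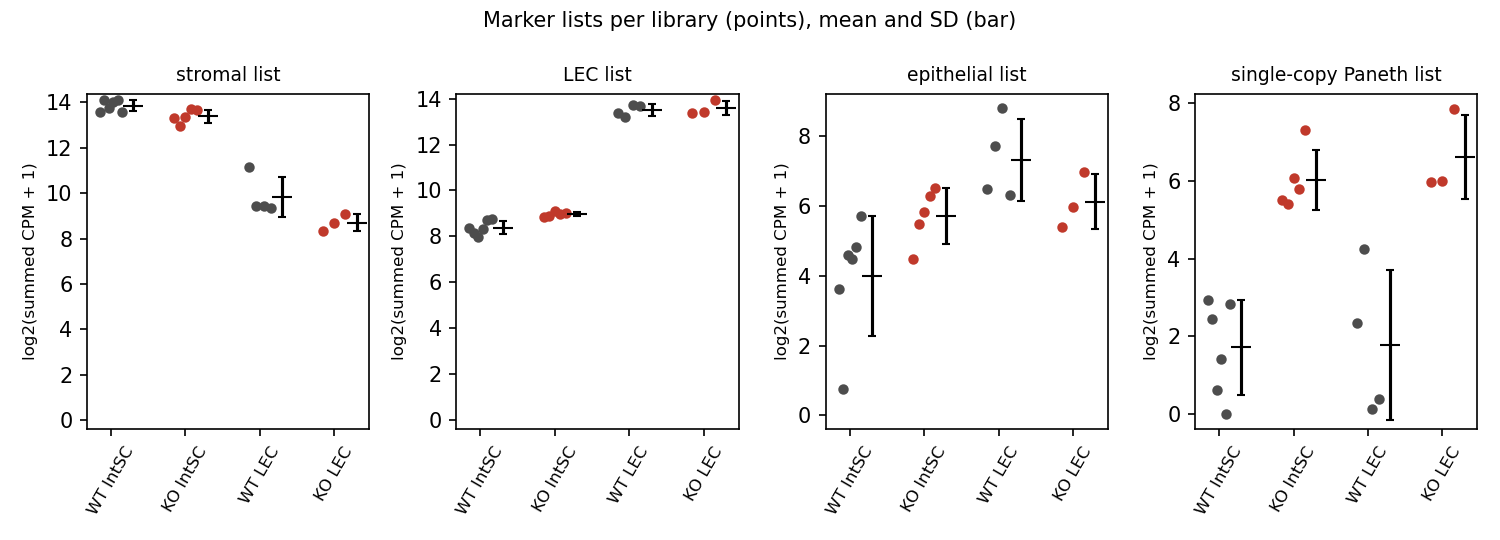
Summed expression of 4 marker lists, as log2(summed CPM + 1), in each library (points) of the 4 groups, with the mean and SD of each group (bar). The stromal list separated the IntSC from the LEC libraries and the LEC list did the reverse, while the single-copy Paneth list was higher in the libraries labelled KO of both cell types.

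The next comparison asked which genes LATS1/2 deletion changed in the IntSCs. Of 12421 genes tested, 183 passed the threshold (edgeR adjusted p under 0.05), 106 higher and 77 lower in the libraries labelled KO. With the replicate number as a block, 122 genes passed, and WT IntSC 6, without a partner, then added nothing to the difference. Deviations from the group means correlated at 0.00417 between WT and KO libraries of the same number and at 0.000381 between those of different numbers. The alternative that moved the count most as a ratio was fitting all 4 groups together, with 27 genes, and DESeq2 gave 369. Of the 183 genes, 177 had a mean of at least 5 CPM, and for 140 of these the libraries labelled KO lay entirely above (82 genes) or entirely below (58 genes) the WT libraries.

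**Figure D2:**
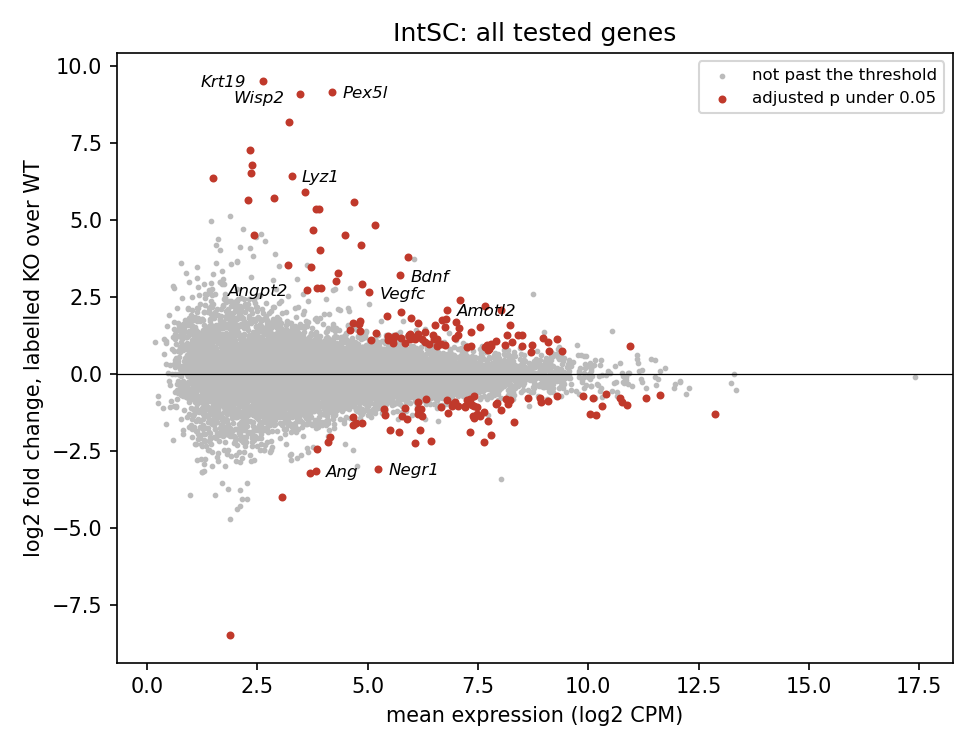
Log2 fold change of each of the 12421 genes tested in IntSCs, libraries labelled KO over WT, against mean expression in log2 CPM. Red points mark the 106 genes higher and 77 genes lower at an adjusted p under 0.05, and grey points the rest.

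The 5 largest rises meeting the naming rule were those of Krt19, Pex5l, Wisp2, Dmbt1 and Lyz1. Krt19 had no read in any WT IntSC library and 12.99 ± 16.02 CPM in the libraries labelled KO, of which KO IntSC 4 alone held 41.3 CPM (log2 fold change 9.51 ± 1.51, SE; edgeR adjusted p = 0.00339). With the replicate block its edgeR adjusted p was 0.0661. Pex5l rose from 0.0569 ± 0.0914 to 39.4 ± 19.9 CPM (9.14 ± 0.74, SE; edgeR adjusted p = 3.64e-07). Dmbt1 and Lyz1 had log2 fold changes of 8.18 and 6.44, with edgeR adjusted p of 2.57e-04 and 5.80e-04. Krt19, Dmbt1 and Lyz1 rose together with a list of single-copy Paneth cell genes, whose summed expression was 4.30 higher on the log2 scale in the libraries labelled KO (exact permutation p = 0.00433, adjusted p = 0.0364 over 42 comparisons of library measures). The 5 largest falls were those of Golt1b (-3.99), Bean1 (-3.22), Ang (-3.14), Negr1 (-3.08) and Pde1c (-2.45), on the log2 scale. Their edgeR adjusted p were 0.0221, 0.0197, 0.0151, 0.00537 and 0.0298. With the replicate block, Negr1 kept an edgeR adjusted p of 0.0170, and those of Golt1b, Bean1, Ang and Pde1c were 0.126, 0.1001, 0.0587 and 0.0791.

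Secreted factors of IntSCs were examined as possible signals to the lacteal. Vegfc was 9.51 ± 4.82 CPM in WT (SD, n = 6) and 59.7 ± 32.3 CPM in the libraries labelled KO (SD, n = 5). Its log2 fold change was 2.64 ± 0.51 (SE, edgeR adjusted p = 0.00861), 5 of the 5 libraries labelled KO lay above every WT library, and the exact permutation p was 0.00433 (adjusted p = 0.0136). With the replicate block the log2 fold change was 2.23 (edgeR adjusted p = 0.0299). Under limma-voom the adjusted p was 0.0802, and with all 4 groups in one fit the edgeR adjusted p was 0.452. Wisp2 rose from 0.0276 ± 0.0676 to 23.5 ± 10.2 CPM, a log2 fold change of 9.07 ± 0.91 (SE, edgeR adjusted p = 9.45e-06). Bdnf rose from 11.3 ± 8.49 to 103 ± 36.1 CPM (log2 fold change 3.20, edgeR adjusted p = 5.80e-04, and 0.0596 with all 4 groups in one fit). Angpt2 rose from 3.39 ± 2.80 to 22.4 ± 9.78 CPM (2.73, edgeR adjusted p = 0.0378, and 0.0670 with the replicate block). Ctgf rose from 132 ± 83.3 to 794 ± 458 CPM (2.59) and did not pass (edgeR adjusted p = 0.0528), while with the replicate block it did (0.00570). Tnfsf15 was 0.278 ± 0.681 CPM in WT and 5.69 ± 5.53 CPM in the libraries labelled KO (4.38, edgeR adjusted p = 0.298). Ebi3 was too low to be tested, at 0.0491 and 1.41 CPM (exact permutation p = 0.121, adjusted p = 0.172).

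Among the other lymphangiogenic factors, Figf (the gene of VEGF-D) had a log2 fold change of 0.67, Vegfa of 0.29 and Ccbe1 of 0.057, with edgeR adjusted p of 0.615, 0.900 and 0.991. These differences were within the spread between replicates. Adamts3, Tgfb1 and Ifng were too low to be tested, with means of 1.61, 0.593 and 0 CPM in WT IntSCs. No Ifng read was counted in any IntSC library, and the smallest share 3 counts can show there was between 3.71e-05% and 5.60e-05%.

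LATS1/2 restrain the transcriptional co-activators YAP and TAZ. Amotl2, a YAP/TAZ target, was 44.4 ± 17.2 CPM in WT IntSCs and 189 ± 29.8 CPM in the libraries labelled KO (log2 fold change 2.09 ± 0.24, SE; edgeR adjusted p = 8.98e-05). With all 4 groups in one fit its edgeR adjusted p was 0.344. Cyr61 had a log2 fold change of 1.34 (edgeR adjusted p = 0.118). Ankrd1 was too low for the edgeR fit, at 0.508 ± 0.624 and 4.90 ± 3.77 CPM (exact permutation p = 0.0346, adjusted p = 0.0762). As a set, 15 of the 20 YAP/TAZ targets tested were higher in the libraries labelled KO, with a median log2 fold change of 0.48 (camera adjusted p = 4.39e-05, and 1.70e-05 with the replicate block). The summed LEC marker list was also higher in the IntSC libraries labelled KO, by 0.59 on the log2 scale (exact permutation p = 0.00433, adjusted p = 0.0364), and with it as a covariate the camera p of the set was 0.0514. After LEC RNA was instead subtracted from each IntSC library in proportion to its LEC list, the camera p was 1.87e-05. The proliferation set did not differ in IntSCs, with 10 of 21 genes higher (camera adjusted p = 0.904, and 0.957 with the replicate block).

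**Figure D3:**
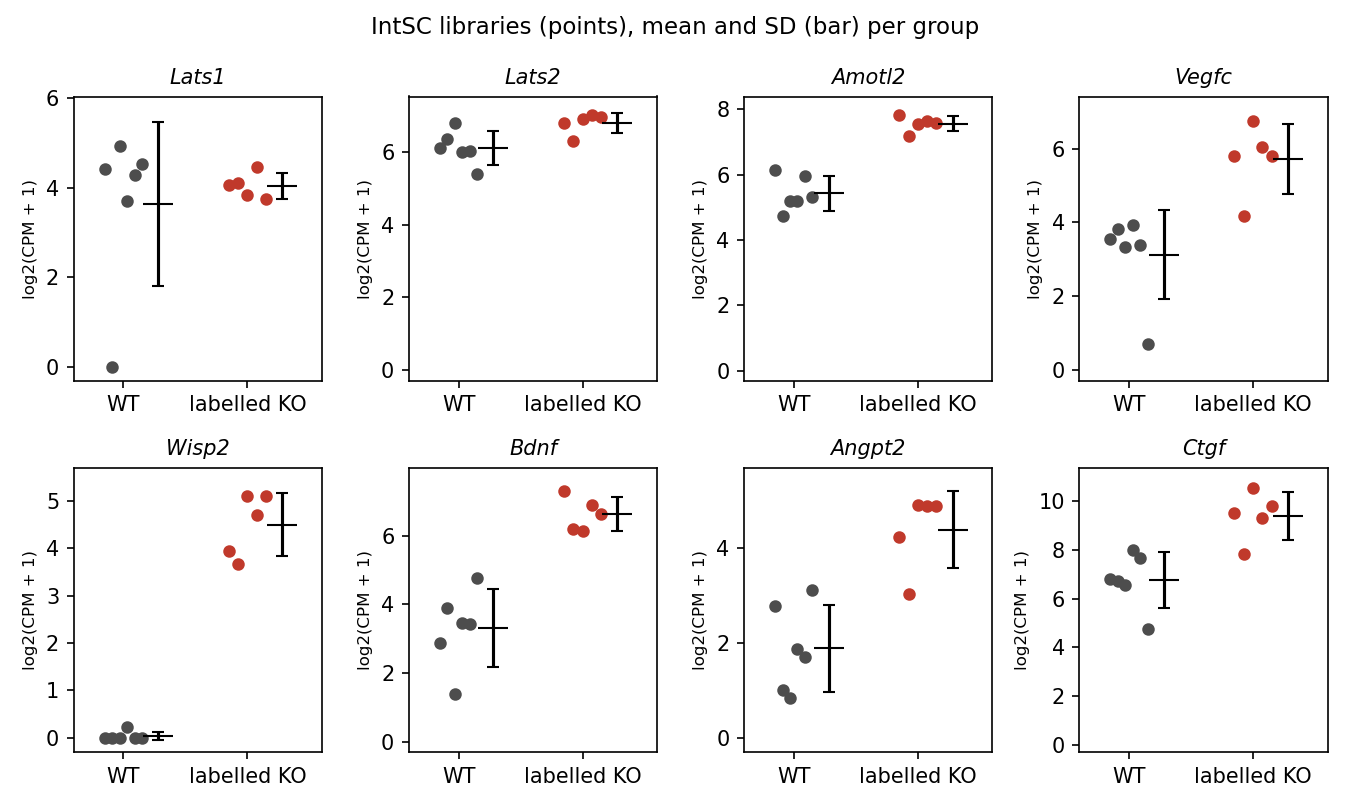
Expression of 8 genes in IntSC libraries as log2(CPM + 1), 6 WT and 5 labelled KO (points), with the mean and SD of each group (bar). The libraries labelled KO lay above every WT library for Amotl2, Vegfc, Wisp2 and Bdnf, and overlapped them for Lats1 and Lats2.

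LECs were compared to see how the intestinal lymphatic endothelium, which includes the lacteals, differed when LATS1/2 deletion was targeted to the stromal cells. Of 10639 genes tested, 7 passed the threshold (edgeR adjusted p under 0.05), 3 higher and 4 lower in the libraries labelled KO, and 837 had an unadjusted p under 0.05. With the replicate number as a block, 3 genes passed, and WT LEC 4, without a partner, then added nothing to the difference. Deviations correlated at -4.81e-04 between libraries of the same number and at 1.59e-04 between those of different numbers. Fitting all 4 groups together moved the count most, to 538 genes. The common biological coefficient of variation was 1.09, against 0.679 in IntSCs. Defa6 rose from 4.83 ± 4.60 to 244 ± 182 CPM (log2 fold change 5.64, edgeR adjusted p = 0.0473). Defa6 belongs to a family of near-identical defensin genes, so its count is uncertain. Hist1h2ap and Hist1h2ao, a pair of near-identical histone genes whose counts cannot be separated with certainty, rose by 2.87 and 2.89 on the log2 scale (edgeR adjusted p = 0.0239 and 0.0259). Slc4a11 fell from 103 ± 102 to 0.0985 ± 0.171 CPM (-9.97), Ang from 47.4 ± 18.7 to 0.221 ± 0.159 CPM (-7.67), C3 from 219 ± 53.2 to 21.8 ± 6.76 CPM (-3.33) and Junb from 1313 ± 249 to 437 ± 76.7 CPM (-1.59). Their edgeR adjusted p were 0.0116, 0.0473, 0.0116 and 0.0259. With the replicate block, Defa6, Slc4a11 and C3 still passed, with edgeR adjusted p of 0.00443, 0.0470 and 0.0349. The exact permutation p of each of these 7 genes was 0.0571, the smallest that this two-sided test can give for 4 against 3 libraries (adjusted p = 0.0898). In the 7 fits that each left out one LEC library, C3 fell short of the threshold in 1, Slc4a11 in 2, Hist1h2ao and Hist1h2ap in 5 each, Defa6 in 6, and Ang and Junb in 7. Junb belongs to a list of immediate early genes of which 9 of the 11 tested were lower in the libraries labelled KO.

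Flt4, which encodes the VEGF-C receptor VEGFR3, was 1482 ± 112 CPM in WT LECs (SD, n = 4) and 1276 ± 77.8 CPM in the libraries labelled KO (SD, n = 3). The log2 fold change was -0.22 ± 0.18 (SE, edgeR adjusted p = 0.9999) and -0.18 with the replicate block, and the exact permutation p was 0.171 (adjusted p = 0.236). Lyve1 was higher in 3 of the 3 libraries labelled KO than in every WT library, with a log2 fold change of 0.72 (edgeR adjusted p = 0.410). Kdr (-0.39), Prox1 (0.43), Cdh5 (-0.41) and Angpt2 (1.12) had edgeR adjusted p of 0.799, 0.9999, 0.9999 and 0.587 for these log2 fold changes. WT LEC 1 held 136 CPM of Cdh5 against 269 to 279 CPM in the other WT libraries. The proliferation set was higher in the LEC libraries labelled KO, with 20 of 25 genes higher and a median log2 fold change of 1.44 (camera adjusted p = 4.39e-05, and 1.39e-05 with the replicate block). It did not pass when the inter-gene correlation was estimated from the data (adjusted p = 0.230) or in the self-contained test fry (adjusted p = 0.256). The YAP/TAZ target set did not differ, with 4 of 15 genes higher (camera adjusted p = 0.127, and 0.327 with the replicate block).

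**Figure D4:**
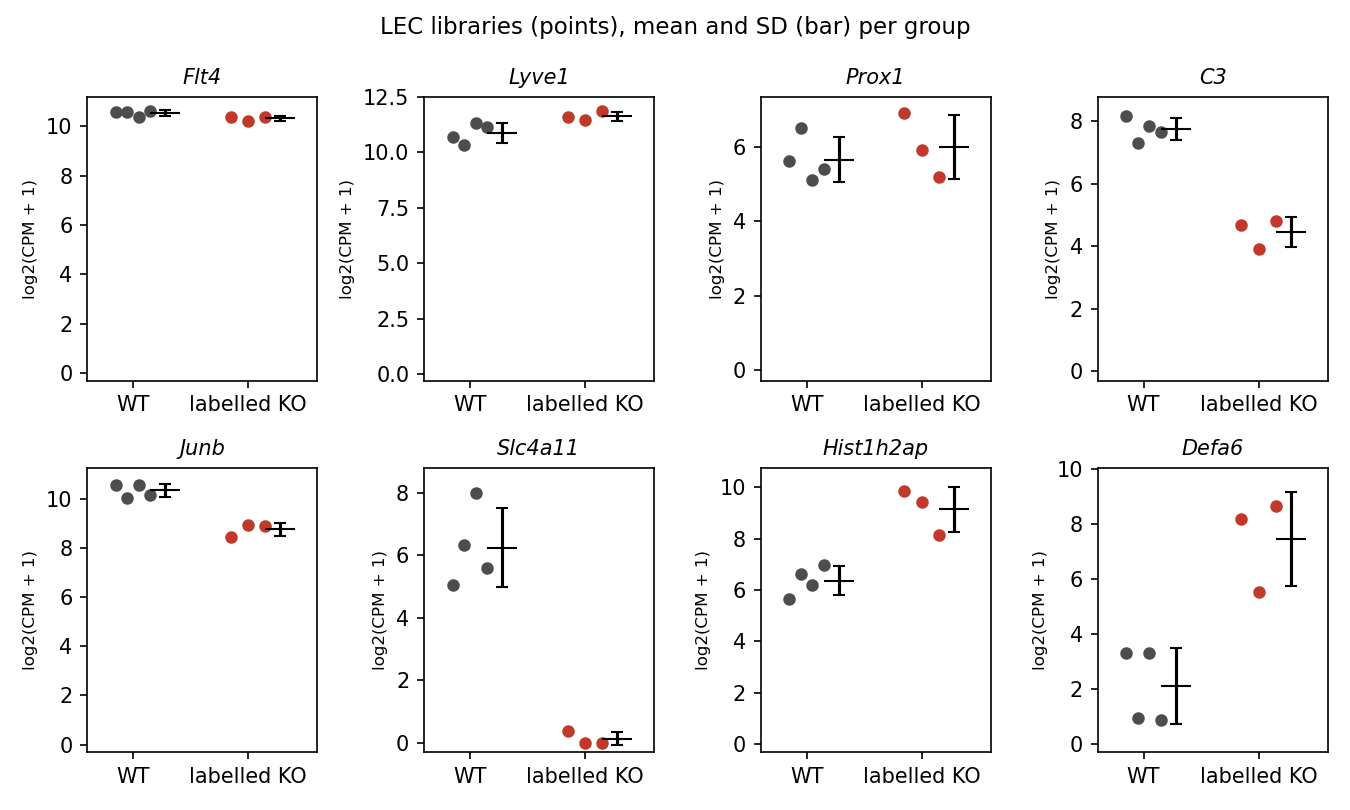
Expression of 8 genes in LEC libraries as log2(CPM + 1), 4 WT and 3 labelled KO (points), with the mean and SD of each group (bar). C3, Junb and Slc4a11 were lower and Hist1h2ap, Defa6 and Lyve1 higher in 3 of 3 libraries labelled KO, while Prox1 overlapped.

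Whether the genotype difference itself differed between the cell types was tested with an interaction term. Of 14015 genes tested, 238 passed (edgeR adjusted p under 0.05), 199 with a larger log2 fold change in IntSCs and 39 with a larger one in LECs. The median over all genes was 0.24 on the log2 scale, 0.13 with RLE factors and 0.44 with limma-voom, so the excess of positive genes is relative to that shift. With genotype and number as a replicate block, 16 genes passed, and DESeq2 gave 1054. That block treats KO IntSC 2 and KO LEC 2 as one mouse, which their sex-linked genes argue against. Deviations correlated at 0.0241 between WT IntSC and WT LEC libraries of the same number and at -0.00481 between those of different numbers, and at 0.00177 and -4.66e-04 between the KO libraries. Of the 199 positive genes, 149 had at most 1 read in at least 1 LEC library labelled KO. Svep1 (5.78), Plekha6 (6.51) and Gem (6.25) had the smallest p of the positive genes, with edgeR adjusted p of 8.86e-06, 1.22e-05 and 1.22e-05. The interaction fit shares its spread between the cell types, which the LEC fit does not. Within LECs alone, the falls of these genes did not pass (edgeR adjusted p = 0.558, 0.375 and 0.450). Each was near 0 CPM in the LEC libraries labelled KO and between 12.5 and 17.8 CPM on average in WT LECs, while IntSCs held 217 CPM of Svep1, 174 CPM of Plekha6 and 107 CPM of Gem in WT. Igfbp5 (-2.55), Hist1h2ap (-4.09) and Cotl1 (-2.06) had the smallest p of the negative genes, with edgeR adjusted p of 6.54e-04, 0.00203 and 0.00231. Across 10185 genes fitted in both cell types, the log2 fold changes correlated at a Spearman rho of 0.0530. Genes are not independent replicates there. Of the 88 genes higher in the IntSC libraries labelled KO that were also fitted in LECs, 54 had a LEC log2 fold change above 0, and of the 66 lower genes 44 had one below 0, with medians of 0.26 and -0.52. These numbers were not tested.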

Values the study reported

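Among the secreted molecules most increased in sorted IntSCs of the LATS1/2-deleted mice, the study listed Wisp2 at 145.1-fold, Tnfsf15 at 14.2-fold, Bdnf at 8.9-fold, Ebi3 at 8.4-fold, Angpt2 at 6.3-fold, Vegfc at 6.1-fold and Ctgf at 5.9-fold over WT. In the lacteals of these mice, the study counted 2.4-fold more Prox1-positive LECs and 18.1-fold more Prox1-positive LECs that had taken up EdU.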

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

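The tests of carry-over from stromal cells, with their permutation and the one without WT LEC 1, were chosen after the results they bear on were seen. In 111 groups of values with 4 to 10 libraries, 12 held a library set apart from the rest of its group, where chance gives about 5.55. The KO LEC group, with 3 libraries, was too small to be searched. Each gap below is the distance to the nearest other library divided by the range of the group.

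WT LEC 2 had the lowest total count of its group (7464241 against 10374749 to 10549233, gap 0.943). After every LEC library was thinned to the smallest total, 9 genes passed the threshold, against 7 without thinning. The number of LEC genes thus did not depend on unequal library size, but a count does not show that the same genes passed. No biological explanation was tested.

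WT LEC 1 had the lowest Cdh5 (136 CPM against 269 to 279, gap 0.932) and the highest summed stromal list (2238 CPM against 644 to 684, gap 0.974). For the stromal list, a candidate explanation is a larger share of stromal RNA in this library. This does not account for the low Cdh5, since Flt4 (1506 CPM against 1319 to 1574) and Kdr (1406 CPM against 1124 to 1713) were not low there. No explanation of the low Cdh5 was tested. Of the 200 most stromal genes of the WT comparison, 132 were lower in the LEC libraries labelled KO, with a camera p of 0.0120. By exact permutation, 21 of the 35 splits of the LEC libraries gave a camera p as small (permutation p = 0.6), so by this test the shift is not set apart from other splits. Without WT LEC 1 the camera p was 0.729, and 18 of 20 splits gave one as small. The summed stromal list, however, was lower in every LEC library labelled KO (320 to 539 CPM) than in every WT library, WT LEC 1 or not. Its exact permutation p was 0.0571, the smallest this two-sided test can give for these groups (adjusted p = 0.1). Of the 7 LEC genes, Slc4a11 and C3 passed without WT LEC 1. The loss of the other 5 is not specific to this library, since each fell short in at least 5 of the 7 fits that left out one LEC library. A difference in stromal RNA cannot be told apart from a difference between mice.

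In WT IntSCs, the highest library stood apart for 5 genes with few reads and for the goblet list. They were Dmbt1 in WT IntSC 1 (0.294 CPM, the others 0, gap 1), Ebi3 in WT IntSC 1 (0.294 CPM, gap 1), Lyz1 in WT IntSC 5 (0.884 CPM, gap 0.764), Tnfsf15 in WT IntSC 6 (1.67 CPM, gap 1), Wisp2 in WT IntSC 4 (0.166 CPM, gap 1) and the goblet list in WT IntSC 6 (67.3 CPM against at most 10.3, gap 0.847). For a gene at 0 in every other library any read gives a gap of 1, so such gaps say little beyond a few reads. Without WT IntSC 6, 186 IntSC genes passed the threshold. No biological explanation was tested.

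In the IntSC libraries labelled KO, Dmbt1 (53.4 CPM against 8.63 to 14.8, gap 0.862) and the single-copy Paneth list (159 CPM against 41.1 to 66.6, gap 0.784) stood apart in KO IntSC 5, and Krt19 in KO IntSC 4 (41.3 CPM against 2.06 to 8.69, gap 0.831). These are epithelial genes. RNA carried over from the epithelium was weighed as an explanation. The goblet list was higher in IntSC libraries labelled KO (exact permutation p = 0.0303, adjusted p = 0.0795, difference 3.05 on the log2 scale), whereas in LECs its difference of 2.22 was within the spread of the libraries (exact permutation p = 0.229, adjusted p = 0.310), with KO LEC 1 at 8.11 CPM under WT LEC 1 at 32.4 CPM and WT LEC 3 at 17.7 CPM. The epithelial list differed by -1.21 in LECs, also within the spread of the libraries (exact permutation p = 0.229, adjusted p = 0.310), so neither list decides whether epithelial RNA was carried over there. Single libraries point both ways on carry-over of epithelial RNA in general. Against it, WT IntSC 6 had sums of the goblet (67.3 CPM) and epithelial (51.7 CPM) lists within the range of the libraries labelled KO. That library had no read of Krt19 or Dmbt1 and 6.12 CPM of the single-copy Paneth list. WT LEC 3 had the highest epithelial sum (451 CPM) with 0.0938 CPM of the Paneth list. In favour, KO IntSC 5 also had the most of the goblet (69.8 CPM) and epithelial (90.1 CPM) lists among IntSC libraries. KO LEC 3, highest in the Paneth list (230 CPM), had the most of both among LEC libraries labelled KO (84.4 and 125 CPM). Carry-over confined to the crypts was not tested. Dmbt1 still had a log2 fold change of 7.39 without KO IntSC 5, and Krt19 of 8.39 without KO IntSC 4.

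The genotype difference differed between IntSCs and LECs for 238 genes. In 100 of the 256 exchanges of genotype labels within same-numbered pairs, the real one included, 2 gave as many genes. The other one that did kept the LEC labels as they are, and the 10 such exchanges drawn gave 144 to 350 genes. The 89 exchanges that changed LEC labels gave at most 134, with a median of 19. The count therefore follows the LEC labels and gives little information on the IntSC labels. Of the 199 positive genes, 149 had at most 1 read in at least 1 LEC library labelled KO, and 87 of these in every one. Stromal RNA in the WT LEC libraries may account for a part: 31.2% of the positive genes were higher in WT IntSCs than in WT LECs, against 12.0% of the other genes (Fisher's exact two-sided p = 1.29e-12, across genes, which are not independent). Svep1, Plekha6 and Gem had log2 fold changes of -5.55, -7.53 and -6.51 in LECs, none past the threshold within LECs. For these genes a change of carried-over RNA falls short, since the stromal list differed by -1.13 in LECs. A real fall in LECs would also leave few reads in the libraries labelled KO. The count of 149 genes therefore cannot separate such a fall from an effect of sparse LEC libraries. Sparse libraries do not account for every positive gene. Ctgf, for example, had 51.6 ± 17.9 CPM in LEC libraries labelled KO against 353 ± 199 CPM in WT (difference 5.36, edgeR adjusted p = 0.00750). Within each cell type, the LEC fall and the IntSC rise of Ctgf fell short (edgeR adjusted p = 0.0796 and 0.0528). Neither explanation was tested for the 39 negative genes. These include genes with many reads that were higher in LEC libraries labelled KO, such as Igfbp5 (148 to 323 CPM) and Cotl1 (130 to 388 CPM). Neither rise passed within LECs (edgeR adjusted p = 0.144 and 0.0796). Igfbp5 also fell in IntSCs (log2 fold change -1.43, edgeR adjusted p = 0.00265).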

How the results depend on the processing

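The WT comparison gave between 2507 and 3652 genes in 10 of its alternatives and 1596 with the replicate block. The IntSC count of 183 genes became 369 with DESeq2 and 27 with all 4 groups in one fit, and stayed within a factor of 1.5 in the other 9 alternatives. It ranged from 99 to 186 genes across the 11 fits that each left out one library. The LEC count of 7 genes became 309 with DESeq2, 18 with limma-voom, 32 with no filter beyond 1 read, 20 with a mean count of at least 10, 3 with the replicate block, 11 with Xist as a covariate and 538 with all 4 groups in one fit. It ranged from 0 to 16 genes across the 7 fits that left out one library. The fit with 0 genes, without WT LEC 3, had 594 genes at an unadjusted p under 0.05. The interaction count of 238 genes became 1054 with DESeq2, 140 with limma-voom and 16 with the replicate block, and ranged from 161 to 461 across 18 fits with one library left out. For the WT comparison that range was 2233 to 2889. Fitting all 4 groups together gives IntSCs and LECs a shared spread. The common biological coefficient of variation was 0.988 in the interaction fit of the 4 groups, against 0.679 in IntSCs and 1.09 in LECs. A larger spread goes with fewer IntSC genes and a smaller one with more LEC genes, the directions seen with all 4 groups. The causes of the shifts were not tested beyond this. Leaving out Rn45s, an alternative chosen after seeing the data, gave 184, 7, 229 and 2760 genes for the IntSC, LEC, interaction and WT comparisons.

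Lats1 in IntSCs reversed its log2 fold change to 0.78 under limma-voom and 0.40 with the replicate block, with adjusted p of 0.768 and 0.948, and ranged from -0.39 to 0.11 with one library left out. Lats2 in IntSCs stayed positive and short of the threshold in every alternative run, from 0.53 to 0.82 with one library left out. Vegfc in IntSCs kept its direction. It lost significance under limma-voom (log2 fold change 2.72, adjusted p 0.0802) and with all 4 groups in one fit (2.64, adjusted p 0.452), where LECs share in the spread. With one library left out it ranged from 2.32 to 2.88, and 1 of the 11 fits fell short of the threshold. Flt4 in LECs stayed negative and short of the threshold in every alternative run, from -0.28 to -0.16 with one library left out. Ccbe1 reversed from 0.057 to -0.072 with Xist as a covariate and ranged from -0.15 to 0.24 with one IntSC library left out, and Prox1 ranged from -0.15 to 0.80 with one LEC library left out. The cause was not tested.

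The YAP/TAZ set in IntSCs passed in every set-test alternative chosen beforehand, with adjusted p from 2.17e-05 to 2.31e-04 with one library left out. With the LEC list as a covariate, chosen after the result was seen, its camera p was 0.0514. The proliferation set in LECs lost significance with an estimated inter-gene correlation (adjusted p 0.230) and with fry (0.256). With one library left out its adjusted p ranged from 8.74e-10 to 0.0182. The YAP/TAZ set in LECs ranged from 0.0181 to 0.649 and passed in 3 of 7 such fits. The proliferation set in IntSCs changed direction with the replicate block (adjusted p 0.957) and in 2 of the 11 fits with one library left out, where it ranged from 0.446 to 0.994. For the other named genes, 31 of 281 settings without a library left out were weaker, 7 stronger and 1 reversed. With a library left out, 53 of 432 were weaker, 5 stronger and 6 reversed.

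Other splits of the libraries were compared where they part as many same-numbered pairs. For IntSCs, 1 of 32 splits gave 183 genes, the real one. The next highest gave 43, and 30 gave 0. Splits that part fewer pairs gave at most 47 genes in 68 draws. For LECs, 1 of 8 splits gave 7 genes and the others 0, but 8 splits cannot show a share under 0.05. The 27 splits that part fewer pairs gave at most 3. For the WT comparison it was 1 of 16, with the same limit. The camera p of the YAP/TAZ set in IntSCs was reached in 1 of 32 splits and that of the proliferation set in IntSCs in 32 of 32. In LECs, 4 of 8 splits gave as small a p for the YAP/TAZ set and 2 of 8 for the proliferation set. With the 27 splits that part fewer pairs included, it was 10 and 9 of 35. For the YAP/TAZ set in IntSCs, 0 of the 68 differently parted splits drawn gave as small a p. The LEC comparison recovered 37.0% of the genes above 20 CPM simulated with a log2 fold change of 2, so its number of libraries and spread limit what it can show.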

Other observations

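The tests of Vegfc, of sex-linked genes, of immediate early genes with their permutation, of the epithelial list against Paneth genes and of the epithelial, immune, Paneth and goblet lists against the proliferation set, and the LEC list as a covariate and its subtraction, were chosen after the result was seen.

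No fall of Lats1 or Lats2 was detected in the IntSC libraries labelled KO. A mislabelled sample is one explanation, and Vegfc speaks against it: 5 of the 5 libraries labelled KO lay above every WT library. That test can speak only for IntSCs.

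The IntSC and LEC comparisons were checked against properties of the genes. After thinning to the smallest total, 189 IntSC genes and 9 LEC genes passed. Across genes, log2 fold changes correlated with transcript length at a Spearman rho of 0.0240 in IntSCs and -0.0399 in LECs, and with GC content at -0.0637 and -0.0559. None of these values reached 0.1 in size, the limit set beforehand. Genes are not independent replicates in these correlations.

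Genes of Paneth cells, the antimicrobial cells of the crypts, were higher in the libraries labelled KO of both cell types. Reads shared between near-identical defensins do not explain this, because the single-copy Paneth list was also higher in IntSCs (exact permutation p = 0.00433) and 4.84 higher on the log2 scale in LECs. RNA carried over from the epithelium was tested with 2 lists. The goblet list was higher in IntSCs (exact permutation p = 0.0303, adjusted p = 0.0795), and the epithelial list was higher in IntSCs (exact permutation p = 0.0390, adjusted p = 0.0963) but differed by -1.21 on the log2 scale in LECs. The goblet list in LECs differed by 2.22. Each of these LEC differences had an exact permutation p of 0.229. With the epithelial list as a covariate, the number of IntSC genes past the threshold was 77. Single libraries point both ways on carry-over of epithelial RNA in general. Against it, WT IntSC 6 had 67.3 CPM of the goblet list and 6.12 CPM of the single-copy Paneth list. The IntSC libraries labelled KO had 41.1 to 159 CPM of the latter. In favour, KO IntSC 5, with 159 CPM, also had the most of the goblet (69.8 CPM) and epithelial (90.1 CPM) lists among IntSC libraries. A change of the crypt cells in the mutant mice cannot be told apart from a change in how much RNA of the crypts alone was carried over. Carry-over of epithelial RNA in general is not excluded either.

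The YAP/TAZ set in IntSCs was retested with lists of other cells as covariates. Its camera p was 3.36e-04 with the blood endothelial list and 5.19e-04 with the epithelial list, so these lists do not account for it. The number of IntSC genes past the threshold was 55 and 77 with these covariates. With the LEC list, which was higher by 0.59 on the log2 scale in 5 of 5 IntSC libraries labelled KO than in every WT library, the camera p was 0.0514 and 29 genes passed. Since that list separates the genotypes, the covariate removes a genotype effect along with carried-over RNA. The amount was therefore tested by subtraction. With the whole LEC list of a library taken as carried over, LEC RNA made up 2.88% of WT IntSC libraries and 3.85% of those labelled KO on average. That share of the LEC profile was subtracted, using the higher LEC group mean of each gene for libraries labelled KO and the lower one for WT. The set still passed, with a camera p of 1.87e-05 and a median log2 fold change of 0.50, Ctgf kept a log2 fold change of 2.63, and 165 IntSC genes passed. RNA of lymphatic endothelial cells in this amount does not account for the rise of the set.

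The rise of the proliferation set in LECs was set against the amount of other RNA: the epithelial list differed by -1.21 and the immune list by -1.65 on the log2 scale between LEC libraries labelled KO and WT (exact permutation p = 0.229 and 0.0571, adjusted p = 0.310 and 0.1), so a rise of either was not seen. Crypt cells divide, and the single-copy Paneth list differed by 4.84 and the goblet list by 2.22. Whether the set followed these lists across libraries was not measured, since no sum of the set per library was made. KO LEC 3 had the most of both lists (230 CPM of the Paneth and 84.4 CPM of the goblet list, against 62.3 to 63.1 CPM and 8.11 to 51.9 CPM). The camera adjusted p of the set was smallest without that library (8.74e-10) and largest without KO LEC 1 (0.0182), the one with the least of both. Such p values also depend on the spread of the libraries that remain, so they do not decide this. No list of dividing crypt cells was tested, so RNA of those cells is not excluded as the source. A rise of proliferation genes remains a hypothesis, since the set did not pass with an estimated inter-gene correlation (limma adjusted p = 0.230) and 9 of 35 splits of the LEC libraries gave as small a camera p.

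Junb was among the 7 LEC genes. The immediate early list, which responds to cell dissociation, was lower in LEC libraries labelled KO as a set, with 9 of 11 genes lower, a median log2 fold change of -0.74 and a camera p of 6.48e-07. By exact permutation, 1 of the 35 splits of the LEC libraries, the real one, gave a camera p as small (permutation p = 0.0286, the smallest these splits can give). In IntSCs the summed list went the other way, higher by 0.43 on the log2 scale in libraries labelled KO (exact permutation p = 0.0433, adjusted p = 0.1). A difference in how the cells were dissociated may account for the fall in LECs only if it was confined to that sort, and it cannot be told apart from a genotype effect.

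Ang was lower in libraries labelled KO of both cell types, and 75 tested genes lie between it and Lats2 in the reference order. For a strain variant carried along with the engineered allele, the test was whether other genes near the targeted ones changed more often. Of 315 genes neighbouring Lats1 or Lats2 in the IntSC fit, 1.90% passed, against 1.38% of the others (Fisher's exact p = 0.457). Of 311 such genes in the LEC fit, 6.75% had an unadjusted p under 0.05, against 7.77% of the others (Fisher's exact p = 0.590). The share was somewhat higher in IntSCs and lower in LECs, neither past the threshold. A variant acting on Ang alone would leave its neighbours unchanged, so the fall of Ang cannot be told apart from this explanation.

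KO IntSC 2 had 1644 CPM of Xist and 0.685 CPM of the Y-linked gene Ddx3y, whereas KO LEC 2 had 0.103 and 76.8 CPM. The Y-linked genes Eif2s3y and Uty were at 0.137 and 0 CPM in KO IntSC 2 and at 4.34 and 4.24 CPM in KO LEC 2. Of 7 same-numbered pairs of IntSC and LEC libraries, this was the 1 pair with opposite order. These values argue against the shared number marking one mouse there. The interaction with genotype and number as a replicate block (16 genes) still treats that pair as one mouse, so its count rests in part on a doubtful pair.

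Many genes with a group mean of at least 100 reads had at most 1 read in some library of the group: 484 of 8255 genes in WT LECs, 939 of 7623 in KO LECs, 83 of 7251 in WT IntSCs and 45 of 7839 in KO IntSCs, 1551 in all. Poisson counting at these depths gives 0 such genes, so counting error does not explain them. Whether few starting molecules or differences between mice lie behind them was not tested.

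The edgeR fold change of Wisp2 here was 536. That is higher than the value quoted from the study above. The ratio of mean CPM of Ebi3 was 28.7. That is higher than the value quoted from the study above. These 2 ratios rest on 1 read of Wisp2 and 2 reads of Ebi3 in all WT IntSC libraries together, so their size is uncertain. The edgeR fold changes here were 9.16 for Bdnf, 6.62 for Angpt2, 6.25 for Vegfc and 6.01 for Ctgf. These are close to the values quoted from the study above. For Tnfsf15 it was 20.8. That is somewhat higher than the value quoted from the study above.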
